# Deciphering the Role of Pyrvinium Pamoate in the Generation of Integrated Stress Response and Modulation of Mitochondrial Function in Myeloid Leukemia Cells through Transcriptome Analysis

**DOI:** 10.3390/biomedicines9121869

**Published:** 2021-12-09

**Authors:** Yu-Hsuan Fu, Chi-Yang Tseng, Jeng-Wei Lu, Wen-Hui Lu, Pei-Qi Lan, Chien-Yuan Chen, Da-Liang Ou, Liang-In Lin

**Keywords:** acute myeloid leukemia, *FLT3*-ITD, pyrvinium pamoate, integrated stress response

## Abstract

Pyrvinium pamoate, a widely-used anthelmintic agent, reportedly exhibits significant anti-tumor effects in several cancers. However, the efficacy and mechanisms of pyrvinium against myeloid leukemia remain unclear. The growth inhibitory effects of pyrvinium were tested in human AML cell lines. Transcriptome analysis of Molm13 myeloid leukemia cells suggested that pyrvinium pamoate could trigger an unfolded protein response (UPR)-like pathway, including responses to extracellular stimulus [*p*-value = 2.78 × 10^−6^] and to endoplasmic reticulum stress [*p*-value = 8.67 × 10^−7^], as well as elicit metabolic reprogramming, including sulfur compound catabolic processes [*p*-value = 2.58 × 10^−8^], and responses to a redox state [*p*-value = 5.80 × 10^−5^]; on the other hand, it could elicit a pyrvinium blunted protein folding function, including protein folding [*p*-value = 2.10 × 10^−8^] and an ATP metabolic process [*p*-value = 3.95 × 10^−4^]. Subsequently, pyrvinium was verified to induce an integrated stress response (ISR), demonstrated by activation of the eIF2α-ATF4 pathway and inhibition of mTORC1 signaling, in a dose- and time-dependent manner. Additionally, pyrvinium could co-localize with mitochondria and then decrease the mitochondrial basal oxidative consumption rate, ultimately dysregulating the mitochondrial function. Similar effects were observed in cabozantinib-resistant Molm13-XR cell lines. Furthermore, pyrvinium treatment retarded Molm13 and Molm13-XR xenograft tumor growth. Thus, we concluded that pyrvinium exerts anti-tumor activity, at least, via the modulation of the mitochondrial function and by triggering ISR.

## 1. Introduction

Acute myeloid leukemia (AML) is a heterogeneous hematological malignancy, characterized by the abnormal proliferation and differentiation blockage of progenitor stem cells, leading to leukemogenesis [1]. The past decades have witnessed substantial progress in the biological classification of AML [2]. Drug therapy for AML underwent significant advances in 2017 and 2018, with the US Food and Drug Administration (FDA) approving several new targeted agents [3,4]. Among these, midostaurin [5] and gilteritinib [6] were reported to be suitable for AML patients with a fms-like tyrosine kinase 3 (*FLT3*) mutation. The use of these specific FLT3 inhibitors alone exhibited relatively high response rates (50–66%); however, the duration of responses and survival were found to be brief, with patients living just 20–33 weeks [7]. Therefore, the development of more effective and long-lasting treatment strategies is warranted, especially for AML patients with the *FLT3* mutation, which is among the most common mutations in AML [8]. In recent years, researchers have attempted to use established, FDA-approved drugs, to help devise appropriate treatment options.

Pyrvinium pamoate is an FDA-approved anthelminthic drug used for the treatment of pinworms in humans [9]. The treatment of pinworm infections in humans (enterobiasis) with pyrvinium pamoate was reported as early as 1959 [10]. Recent studies have shown that pyrvinium selectively inhibits the growth of tumor cells of diverse tissue origins, including pancreas, colon, breast, brain, myeloma, and other hematological malignancies, without affecting the normal, healthy cells of the body [11,12,13]. The mechanism of the action of pyrvinium appears to vary in different tumor types. The following mechanisms have been elucidated: (1) through the allosteric activation of casein kinase 1α and the destabilization of β-catenin in wingless-related integration site (Wnt) pathways [14,15], as well as related Hedgehog signaling pathways [16]; (2) through the inhibition of the phosphoinositide 3-kinase (PI3K)/protein kinase B (AKT) signaling pathway [17]; (3) through the suppression of mitochondrial respiratory complex I or II [12,18,19], and the regulation of signal transducer and activator of transcription 3 (STAT3) activation [12]; (4) by targeting the unfolded protein response (UPR) during hypoglycemia [20]; (5) by targeting autophagy addiction [21]; and (6) by acting as a non-competitive androgen receptor inhibitor [22,23]. Of note, several studies exploring drug-repurposing have also reported pyrvinium as a potential anti-cancer compound [17,24,25,26,27,28]. However, the anti-cancer effect of pyrvinium on AML, and the underlying mechanisms, remain unclear.

Therefore, this study aimed to evaluate the in vitro and in vivo effects of pyrvinium in Molm13 leukemia cells, and conduct transcriptomic analysis to elucidate the mechanism through which it acts. Additionally, we also evaluated the effects of pyrvinium against a cabozantinib-resistant Molm13 cell line (Molm-13-XR).

## 2. Materials and Methods

### 2.1. Cell Culture and Chemicals

The human AML cell lines Molm13 (DSMZ, Brauschweig, Germany) and MV4-11 (DSMZ) were maintained in Roswell Park Memorial Institute (RPMI)-1640 medium (ThermoFisher Scientific/Gibco, Waltham, MA, USA), containing 10% fetal bovine serum (FBS); Kasumi-1 cells (ATCC, Manassas, VA, USA) were cultured in RPMI-1640 medium containing 20% FBS. The cabozantinib-resistant cell line, Molm13-XR, was established by culturing Molm13 cells in the presence of increasing concentrations of cabozantinib. The stable resistant cell line was then maintained in a complete RPMI-1640 medium with 10% FBS, in the absence of cabozantinib. Cell lines were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. The genetic profiles of these cell lines were authenticated (16-markers short tandem repeat) by the Food Industry Research and Development Institute (Hsinchu, Taiwan), and were found to be identical to their reported generic profiles.

Cabozantinib-malate, pyrvinium pamoate, and rapamycin were purchased from Selleck Chemicals (Houston, TX, USA), Sigma-Aldrich/Merck (Darmstadt, Germany), and TargetMol (Boston, MA, USA), respectively.

### 2.2. Cell Viability

The cells were exposed to the indicated doses of various compounds for 72 h, and the cell viability was measured using the Cell Titer 96 AQueous One Solution Cell Proliferation Assay (MTS assay; Promega, Madison, WI, USA), as per the manufacturer’s instructions. The half maximal inhibitory concentration (IC_50_) was determined using the CalcuSyn software (ver. 2.11; Biosoft, Cambridge, UK).

### 2.3. Cell Cycle Analysis

After incubating for 24 or 72 h with the drugs, the cells were harvested and washed with ice-cold phosphate buffered saline (PBS). The washed cells were then added to ethanol (Sigma-Aldrich/Merck, Darmstadt, Germany) while slowly vortexing, and were frozen at −20 °C for at least 24 h. The fixed cells were washed twice with PBS, stained with propidium iodide (PI; BD Biosciences, Franklin Lakes, NJ, USA) for 15 min and analyzed using a CytoFLEX flow cytometer (Beckman Coulter, Brea, CA, USA).

### 2.4. Immunoblotting

As previously described [29], protein lysates were separated in 10% polyacrylamide gel, and transferred to a polyvinylidene fluoride membrane. After blocking the non-specific binding sites, membranes were incubated with primary antibodies (Supplementary Table S1) at 4 °C overnight. Subsequently, membranes were washed three times with Tris-buffered saline containing polysorbate 20 (TWEEN 20) and incubated with horseradish peroxide-conjugated secondary antibodies (Cell Signaling Technology, Beverly, MA, USA) at room temperature for 1 h. Chemiluminescence signals were then generated by Western Lightening Plus-ECL (Perkin Elmer, Waltham, MA, USA) and captured by LAS4000 (Fujifilm, Tokyo, Japan). Quantification of protein and phosphorylation levels was performed by ImageJ (1.51 K).

### 2.5. Transcriptomic Analysis of Pyrvinium-Treated Molm13 Cells

Total RNA was isolated from the cells using the NucleoSpin^®^ RNA kit (Macherey-Nagel, Düren, Germany), after treatment with dimethyl sulfoxide (DMSO) or 100 nM pyrvinium for 6 h. The viability of the Molm13 cells collected for RNA extraction was more than 90% after this treatment. The RNA (1 μg) was then used for library preparation. A strand-specific RNA library was built using TruSeq stranded mRNA library prep Kit (cat# RS-122-2101, Illumina, San Diego, CA, USA), as per the manufacturer’s protocol. The libraries were then sequenced using the Illumina NovaSeq 6000 platform and 75 bps paired end reads were generated (Genomics, Taipei, Taiwan).

Sequencing alignment with hg19 was then performed using Rsubread (Bioconductor) [30], and differentially expressed genes (DEGs) analysis in the DMSO and pyrvinium groups was performed using EBSeq (Bioconductor) [31]. A threshold of ≥2-fold (or ≤0.5-fold) and *p*-value of ≤0.05 were set and used to screen DEGs. The transcriptome files can be found in the Gene Expression Omnibus (GEO) database (ID: GSE153854). Pathway enrichment was then analyzed by gene set enrichment analysis (GSEA) [32] using the Molecular Signatures Database v7.0 (MSigDB, Broad Institute, Cambridge, MA, USA) and Metascape [33]. The expression of genes was validated by quantitative reverse transcription-PCR (q-RT-PCR), according to methods previously described [29]. The primers used for specific gene detection are listed in Supplementary Table S2.

### 2.6. Confocal Microscopy Observation

After drug exposure for 24 h, PBS-washed cells were re-suspended in serum-free RPMI 1640 medium containing 100 μM MitoTracker Green (ThermoFisher Scientific/Gibco) and incubated for 30 min in a culture incubator. Mitochondria-stained cells were centrifuged again and stained with 3 μM of 4,6-diamidino-2-phenylindole (DAPI) for 15 min. Finally, the cells were washed again with serum-free medium and re-suspended in PBS. Cell suspensions were dropped on a glass slide and observed by confocal microscopy. The images of Confocal Microscopy were acquired by Zeiss LSM 880 and analyzed by ZEN software (Carl ZEISS, Jena, Germany).

### 2.7. Cellular Bioenergetic Analysis

The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were analyzed in real-time using the XFe24 extracellular flux analyzer (Agilent Technologies/Seahorse Bioscience, Billerica, MA, USA), as per the manufacturer’s protocol. After the indicated drug treatment for 24 h, cells were seeded in the wells (1 × 10^5^ cells/well) of a 24-well microplate, precoated with Cell-Tak Cell and Tissue Adhesive (Corning, Corning, NY, USA). The Cell Mito Stress Test kit (Agilent Technologies/Seahorse Bioscience) was used for the measurement of mitochondrial respiration. After determination of the baseline respiration, oligomycin A, carbonyl-cyanide p-trifluoromethoxyphenylhydrazone (FCCP), rotenone and antimycin A were sequentially applied on the microplate to determine adenosine triphosphate (ATP)-linked respiration, protein leak, maximal respiratory capacity, and reserve capacity. The Glycolysis Stress Test kit (Agilent Technologies/Seahorse Bioscience) was used to assess the glycolytic activity in the cells following a sequential addition of glucose, oligomycin, and 2-deoxglucose (2-DG) in order to examine glycolysis, glycolytic capacity, and glycolytic reserve. The results were analyzed by Seahorse XFe24 wave software 2.2 (Agilent Technologies/Seahorse Bioscience).

### 2.8. Mitochondrial Parameters (Mitochondrial Mass and Reactive Oxygen Species (ROS) Levels)

The mitochondrial mass and ROS levels in cells were measured by flow cytometer (CytoFLEX flow cytometer, Beckman Coulter) using MitoTracker Green FM (Invitrogen/ThermoFischer Scientific, Waltham, MA, USA) and dichloro-dihydro-fluorescein diacetate (DCFH-DA; Sigma-Aldrich, St. Louis, MI, USA), respectively. To evaluate the mitochondrial mass in the living cells, drug-treated cells (1 × 10^6^) were re-suspended in RPMI -1640 serum-free medium containing 100 nM MitoTracker Green and incubated for 30 min under growth conditions. To determine the ROS levels, cells were stained with 10 μM DCFH-DA for 30 min at 37 °C in the dark, washed, and re-suspended in PBS.

### 2.9. Mitochondrial Complex I Activity

The mitochondria complex I activity was determined using the complex I enzyme activity microplate assay kit (Abcam, Cambridge, UK), as per the manufacturer’s instruction. The cells were exposed to the drugs for 24 h before being harvested, washed, and re-suspended in PBS. The protein concentration of the pellets was determined using the Bradford protein assay kit (Bio-Rad Laboratories, Hercules, CA, USA). The pellets were diluted to 5.5 mg/mL with PBS. Cells were then lysed with 10× detergent provided in the kit and diluted with incubation solution. Finally, 200 μg protein lysate was added to the 96-well microplate and incubated for 3 h. It was then washed thrice with a buffer solution. After the assay solution was added, A_450_ absorbance signals were detected kinetically every 20 s for 30 min using a Spectra Max M5 microplate reader (Molecular Devices).

### 2.10. Subcutaneous Mouse Xenografts

To assess the efficacy of pyrvinium pamoate in vivo, a mouse subcutaneous xenograft model was established in Female CAnN.Cg-*Foxn1*^nu^/CrlNarl (nude) mice. Nude mice aged 6–8 weeks were purchased from the National Laboratory Animal Center, NARLabs, Taiwan. The mice were anesthetized by inhaling isoflurane and maintained with 2% isoflurane, followed by subcutaneous inoculation in the flank with 9 × 10^6^ Molm13 or Molm13-XR cells suspended in a 1:1 homogeneous mixture of PBS and Matrigel Matrix (Corning). The tumor volume was calculated as follows: volume (mm^3^) = ½ × (width)^2^ × length. When the tumor size reached 200 mm^3^, mice were randomly divided into three groups (*n* = 8–10 mice/group), and DMSO or pyrvinium (0.5 or 0.8 mg/kg in 20% DMSO in PBS) was administered for six days, followed by a one-day rest. The protocol for the xenograft experiments was approved by the Institutional Animal Care and Use Committee (IACUC) of the College of Medicine, National Taiwan University (no. 20170161, 19 July 2017), and conformed with the criteria outlined in the Guide for the Care and Use of Laboratory Animals prepared by the National Academy of Sciences and published by the National Institutes of Health.

### 2.11. Statistical Analysis

The differences between the measured values were evaluated using a two-sided Student’s t-test. The error bars in the graphs indicate the means ± standard deviation, or means ± standard error of means of at least three independent experiments, conducted in triplicate. Values of *p* < 0.05 were considered statistically significant (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

## 3. Results

### 3.1. Pyrvinium Pamoate Can Inhibit Cell Proliferation and Induce Cell Death in Molm13 Cells

To evaluate the efficacy of pyrvinium against leukemia, several myeloid leukemia cell lines were examined. Among them, *FLT3*-ITD-harboring leukemic cells Molm13 were the most sensitive to pyrvinium treatment, exhibiting an IC_50_ of 50.15 ± 0.43 nM (Figure 1A). Flow cytometry analysis showed that pyrvinium triggered cell cycle arrest in the G_0_/G_1_ phase and increased the sub-G_1_ population (Figure 1B). Immunoblotting also revealed the decreased levels of cyclin E1 protein following pyrvinium treatment (Figure 1C). In brief, pyrvinium induced cell cycle arrest and apoptosis-mediated cytotoxicity at doses in the nanomolar range. In this study, we used the percentage of sub-G_1_ populations instead of the percentage of PI/Annexin V (+) populations to evaluate the extent of apoptosis, since the fluorescence background interference of pyrvinium in the PI/Annexin V signals in flow cytometry may have compromised the reliability of the results [34]. The immunoblotting results revealed that FLT3 downstream signaling, including AKT, STAT5, and ERK, in Molm13 cells was only slightly inhibited by pyrvinium (Figure 1D). Further examination showed that pyrvinium did not inhibit other pathways known to be targeted by pyrvinium in other types of tumors, such as the STAT3 and Wnt pathways (Figure 1D,E); these results suggested that alternative mechanisms, including but not limited to mitochondrial mechanisms, may contribute to this robust anti-leukemic activity of pyrvinium.

### 3.2. Transcriptome Analysis Revealed That Pyrvinium Pamoate Triggers an UPR-like Pathway and Redox Balance Modulation, but Blunts Protein Folding Function and ATP Synthesis in Molm13 Cells

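Molm13 is a human acute myeloid leukemia cell line that carries an internal tandem duplication in FLT3. RNA of Molm13 cells was sequenced after 6 h with DMSO, the vehicle control, or with pyrvinium, and the deposited data hold 3 libraries, 1 for each of DMSO, 50 nM pyrvinium and 100 nM pyrvinium. The paper's text does not mention the 50 nM library. The libraries were made with a strand-specific mRNA kit, and the reads were aligned by the authors to hg19 with Rsubread. The deposited values are whole-number counts of reads per gene, without normalization, with genes listed by Entrez identifier. The counts sum to 23165771 in the DMSO library, 22677038 in the 50 nM library and 24075123 in the 100 nM library. At least 1 read was counted on 15355, 15577 and 15685 genes in the same order. Library sizes were scaled with edgeR's TMM method, and the 12879 genes with at least 10 counts in at least 1 library were kept. Log2 fold changes were computed from counts divided by the scaled library sizes, with 0.5 counts added per library. Each has a 95% exact (Clopper-Pearson) interval of the count ratio, which covers counting error only. With 1 library per condition, none of the differences has a replicate check. A test on the reads of a pair of libraries compares those libraries, not the conditions. The median log2 fold change over all 12879 genes was -0.0023 at 100 nM, and the 4 scalings tried moved the 100 nM library against DMSO by at most 0.0024 on the log2 scale.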

To elucidate the alternative mechanisms involved in the action of pyrvinium in Molm13 leukemic cells, we performed whole transcriptome analysis (RNA-seq) on Molm13 cells after treatment with 100 nM pyrvinium for 6 h. 

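Between the 100 nM and the DMSO library, 283 genes differed at least 2-fold with a Benjamini-Hochberg adjusted p of at most 0.05 from the exact binomial test of the counts, which compares those libraries and not the conditions. Of these, 222 were higher and 61 were lower after pyrvinium. Without the fold threshold, 5550 genes passed the adjusted p, since counting error alone is small at this depth. Of the 283 genes, 137 had fewer than 50 counts in the higher library, and 29 had at most 3 counts in the lower library, so that their fold changes are imprecise and depend on the counts added. The count depended most on the spread assumed between replicates, which these libraries cannot give. With an assumed biological coefficient of variation of 0.1 in edgeR's exact test, 137 genes passed, of which 114 were higher and 23 lower. With 0.2, 12 genes passed, all higher, and with 0.4, 0 genes passed. At an unadjusted p of at most 0.05 and 2-fold, the settings of 0.2 and 0.4 gave 255 and 46 genes.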

A total of 219 genes were identified as significant DEGs between the pyrvinium-treated and the control group, at *p*-value ≤ 0.05. Gene expression was considered to be significantly up- or down-regulated when [log_2_ (fold change)] ≥ 1 or ≤−1, respectively. Among them, 162 upregulated and 57 downregulated genes were observed in the group treated with pyrvinium. 

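In the authors' deposited table of the 100 nM comparison, made with EBSeq, 219 genes have a posterior probability of equal expression of at most 0.05, 162 of them higher and 57 lower. In the same authors' deposited table, 114 of the 219 genes also have a posterior fold change of at least 2 in either direction, 99 of them higher and 15 lower, and the other 105 lie below 2-fold. The smallest log2 rise among the 162 genes in the authors' deposited table is 0.67, and the smallest log2 fall among the 57 genes is -0.68. Of the 114 genes past both thresholds, 112 were also called from the counts with the binomial test. All 219 genes had an adjusted p of at most 0.05 in that test when no fold threshold was set. Of the genes called from the counts, 171 were outside the 219, and 127 of these 171 had fewer than 50 counts in the higher library.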

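Among the genes of the endoplasmic reticulum and integrated stress responses, DDIT3, which encodes CHOP (Entrez 1649, chromosome 12 of hg19 from 57910371 to 57914300), had 236 counts in the DMSO library, 319 at 50 nM and 500 at 100 nM. Its log2 fold change at 100 nM was 1.02, with a counting interval from 0.80 to 1.26. TRIB3 (Entrez 57761, chromosome 20 from 361308 to 378203) rose from 1739 counts to 4101, a log2 fold change of 1.18 (interval 1.10 to 1.26). DDIT4 (Entrez 54541, chromosome 10 from 74033677 to 74035797) rose from 2335 counts to 7879, a log2 fold change of 1.70 (interval 1.63 to 1.76). The 3 intervals exclude no change, but with an assumed biological coefficient of variation of 0.2 none of these 3 genes was called. The rise was smaller at 50 nM, with log2 fold changes of 0.47 for DDIT3, 0.55 for TRIB3 and 0.92 for DDIT4. The endoplasmic reticulum chaperone genes went the other way. Of 25 such targets of ATF6 and XBP1, of which the paper names 2, 19 were lower at 100 nM, and their median log2 fold change of -0.31 lay below the medians of all 10000 random lists matched on expression. At 2-fold, 2 of the 25 were called lower, adjusted over the list alone or over all genes tested.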

Pathway enrichment analysis conducted by Metascape showed that genes upregulated after pyrvinium treatment were strongly associated with ‘response to extracellular stimulus’ [*p*-value = 2.78 × 10^−6^, *q*-value = 0.0079], ‘endoplasmic reticulum stress’ [*p*-value = 8.67 × 10^−7^, *q*-value = 0.0039] or ‘redox balance’ [*p*-value = 5.80 × 10^−5^, *q*-value = 0.0492]; as well as with pathways associated with ‘sulfur compound catabolic process’ [*p*-value = 2.58 × 10^−8^, *q*-value = 0.0003] and ‘amino acid transport’ [*p*-value = 1.02 × 10^−6^, *q*-value = 0.0039] (Figure 2A). 

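CHAC1, a glutathione-degrading enzyme (Entrez 79094, chromosome 15 of hg19 from 41245636 to 41248717), rose from 88 counts in the DMSO library to 219 at 50 nM and 382 at 100 nM, a log2 fold change of 2.05 at 100 nM (counting interval 1.72 to 2.41). CTH (Entrez 1491, chromosome 1 from 70876901 to 70905534) rose from 241 counts to 919, a log2 fold change of 1.87 (interval 1.67 to 2.08). SESN2 (Entrez 83667, chromosome 1 from 28586006 to 28609002) rose from 600 counts to 2032, a log2 fold change of 1.70 (interval 1.57 to 1.84). PCK2 (Entrez 5106, chromosome 14 from 24563483 to 24573339) had a log2 fold change of 1.20 (interval 1.13 to 1.28). The cystine transporter SLC7A11 had a log2 fold change of 1.45 and its partner SLC3A2 one of 0.70. Among the amino acid enzymes, the log2 fold changes were 1.38 for ASNS, 1.01 for PSAT1 and 0.89 for GPT2. GPT2 and SLC3A2 thus stayed below 2-fold, and the interval of PSAT1, from 0.98 to 1.05, spans 2-fold. All 9 genes were also higher at 50 nM, by less than at 100 nM. Only SESN2, CTH and CHAC1 reached 2-fold at 50 nM, and for SLC7A11 the log2 fold change there was 0.99. With an assumed biological coefficient of variation of 0.2, CTH and CHAC1 were still called at 100 nM and the other 7 were not.

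**Figure D1:**
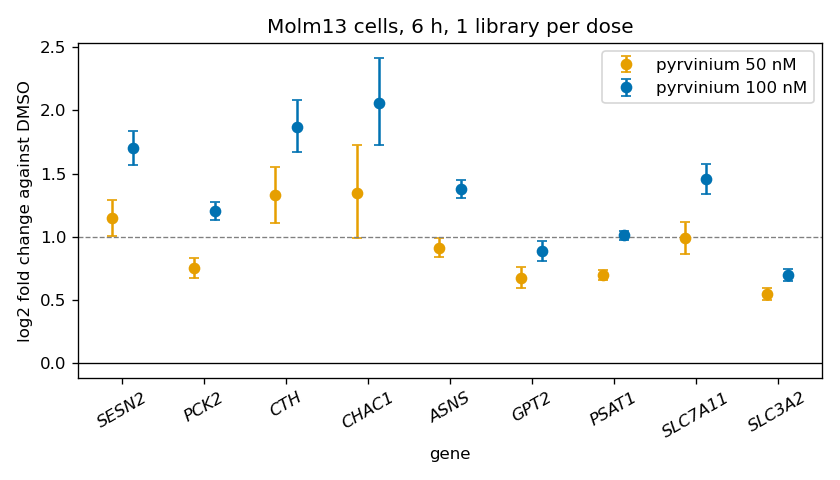
Log2 fold change against DMSO of 9 genes in Molm13 cells after 6 h with 50 nM or 100 nM pyrvinium, 1 library per dose. Points are log2 ratios of TMM-scaled counts, bars are 95% counting intervals and the dashed line marks 2-fold; each gene is higher at 100 nM than at 50 nM, up to 2.05 for CHAC1.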

A volcano plot was used to depict the genes associated with responses to extracellular stimulus (such as, *SESN2*, and *PCK2*), redox balance (*CTH* and *CHAC1*) and amino acid metabolism (*ASNS*, *GPT2*, *PSAT1*, *SLC7A11*, and *SLC3A2*) (Figure 2C; Supplementary Table S3). GSEA of the transcriptome (Figure 2D, upper) indicated a trend consistent with that of a documented gene signature changed after amino acid deprivation [35].

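The gene signature used by the paper was not used here. A separate list of 52 amino acid response genes was used instead, and 49 of them passed the count filter. At 100 nM, 47 of the 49 genes were higher than in the DMSO library, each with a counting interval above 0, and 16 of the 49 were called at 2-fold, adjusted over the list alone or over all genes tested. ALDH18A1 and ERO1L, singled out after their values were seen, were the 2 lower genes, with log2 fold changes of -0.16 and -0.07. The median log2 fold change of the list was 0.65, above the medians of all 10000 random lists matched on mean expression, which describes these libraries and is no test of the conditions. At 50 nM the median was 0.43, again above all 10000 random lists. The paper names 19 of the 49 genes, some of them from these libraries, which are then not independent evidence, and 13 of the 49 are also in another list. The 30 genes it does not name had a median of 0.50 at 100 nM and 0.30 at 50 nM, both above all 10000 random lists.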

In contrast, the genes that were differentially downregulated after pyrvinium treatment were enriched in the pathway associated with ‘protein folding modulation’ (response to topologically incorrect protein) [*p*-value = 2.10 × 10^−8^, *q*-value = 0.0005], including several heat shock proteins (HSPs), such as *HSP90B1* (encodes GRP94, *p* = 0.053), *HSPA5* (encodes GRP78), *HSPA8*, *HSPH1*, and *DNAJA1* (HSPF4), and those associated with ‘ATP synthesis’ (ATP metabolism) [*p*-value = 3.95 × 10^−4^, *q*-value = 0.1736], including *MT-ND5* and *MT-COX3* (Figure 2B,C; Supplementary Table S3). 

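HSPA5 (Entrez 3309, chromosome 9 of hg19 from 127997127 to 128003661) fell from 18101 counts in the DMSO library to 11928 at 50 nM and 10090 at 100 nM, a log2 fold change of -0.90 at 100 nM (counting interval -0.94 to -0.86). HSP90B1 (Entrez 7184, chromosome 12 from 104324189 to 104341703) fell from 26031 counts to 16852, a log2 fold change of -0.68 (interval -0.71 to -0.66). In the authors' deposited table, HSP90B1 has a posterior probability of equal expression of 0.0538. HSPA8 fell from 110626 counts to 68262, a log2 fold change of -0.75. The log2 fold change was -0.87 for HSPH1 and -0.86 for DNAJA1. None of the 5 heat shock protein genes reached 2-fold in either comparison, and all 5 were between the DMSO and the 100 nM values at 50 nM. MT-ND5, listed at 12337 to 14148 of the mitochondrial chromosome, fell from 76054 counts to 34880, a log2 fold change of -1.18 (interval -1.20 to -1.16). MT-CO3, the gene written as MT-COX3 in the paper, fell from 172103 counts to 91340, a log2 fold change of -0.97 (interval -0.98 to -0.96), which is less than 2-fold.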

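Of 31 heat shock genes reported as HSF1 targets, a list used in place of the published signature, 27 passed the count filter. At 100 nM, 26 of the 27 genes were lower than in the DMSO library, 25 of them with a counting interval below 0, and 0 of the 27 were called at 2-fold, adjusted over the list alone or over all genes tested. DNAJB4, singled out after its value was seen, was the exception, with a log2 fold change of 0.04 and an interval from -0.17 to 0.26. The median of the list was -0.48 at 100 nM and -0.22 at 50 nM, each below the medians of all 10000 random lists matched on mean expression. The paper names 3 of the 27 genes, and the other 24 had a median of -0.45 at 100 nM. HSPA1A and HSPA1B, singled out after their values were seen, are near-identical copies whose reads the counting could have split, so their separate values, -0.61 and -0.57, are uncertain.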

GSEA showed that the changes in the transcriptome profile induced by pyrvinium were opposite to the changes in genes after heat shock factor 1 (HSF1) activation (Figure 2D, lower). 

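Of 19 genes that the paper names with the stress response and amino acid metabolism, 19 were higher at 100 nM and 19 at 50 nM, and the 50 nM value lay between DMSO and 100 nM for all 19. At 100 nM 11 of the 19 were at least 2-fold higher, and at 50 nM 3 were. The paper named some of these genes from these libraries, and both doses are set against the same DMSO library. The counts of higher genes are thus not independent evidence. For genes of folate and serine metabolism and transsulfuration, the log2 fold changes at 100 nM were 0.94 for ALDH1L2, 0.73 for MTHFD2, 0.67 for CBS, 0.59 for PHGDH, 0.56 for PSPH and 0.48 for SHMT2. These 6 genes stayed below 2-fold, although the counting interval of ALDH1L2, from 0.87 to 1.01, reaches it, and each interval lay above 0. In the authors' deposited table, the posterior probability of equal expression is 0.28 for PHGDH, 0.42 for PSPH and 0.87 for SHMT2. It is at most 0.05 for ALDH1L2, MTHFD2 and CBS. The 20 cytosolic aminoacyl-tRNA synthetases had a median log2 fold change of 0.33, above all 10000 random lists, with 15 genes higher and 5 lower, and 11 of the 20 are also in another list. From its transcriptomic analyses the paper proposes the model drawn in Figure 2E.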

Based on the results of these transcriptomic analyses, we proposed that pyrvinium could induce a stress response, causing an amino acid deprivation-like scenario, and elicit metabolic rewiring toward amino acid synthesis, transport, and glutathione metabolism (Figure 2E).

### 3.3. Pyrvinium Pamoate Targets Mitochondria and Has an Inhibitory Effect on Mitochondrial Respiration

Pyrvinium has been reported to co-localize with mitochondria and cause mitochondrial stress, leading to the inhibition of complex I activity, impediment of mitochondrial oxidative phosphorylation (OXPHOS), and a decreased ATP production in human myeloma and erythroleukemia cell lines [12]. To clarify whether treatment with pyrvinium could alter the mitochondria function in Molm13 leukemia cells, the cellular location of pyrvinium, electron transport chain enzyme activity (especially complex I), and ATP production were examined. MitoTracker Green staining, coupled with confocal microscopy, showed that the red fluorescence of pyrvinium overlapped with the green fluorescence of the mitochondria, indicating that pyrvinium was localized in the mitochondria (Figure 3A). Subsequently, Seahorse bioanalyzer analysis revealed that pyrvinium had an inhibitory effect on the mitochondrial basal respiration rate, spare respiratory capacity, proton leak, and ATP production after treatment with 10 nM pyrvinium for 24 h (Figure 3B). Further evaluation of the ROS levels and total mitochondrial mass was conducted by DCFH-DA and MitoTracker Green staining, respectively. This showed that pyrvinium increased ROS levels (Figure 3C), but reduced the mass of mitochondria (Figure 3D). Finally, the dose-dependent inhibition of the mitochondrial complex I was noted (Figure 3E). On the other hand, to evaluate the effect of pyrvinium on glycolytic activity in Molm 13 cells, the Glycolysis Stress Test was performed, revealing that basal glycolysis and glycolytic capacity were increased after pyrvinium treatment (Figure 3F). In conclusion, pyrvinium could trigger mitochondrial stress by increasing ROS levels and impede mitochondrial functions, as indicated by the decreased OCR, ATP production, mitochondrial mass, and complex I activity.

### 3.4. Pyrvinium Pamoate Triggers the Activation of the eIF2α-ATF4 Pathway and Inhibits mTORC1 Signaling

To elucidate the role of integrated stress response (ISR) in the activity of pyrvinium, the phosphorylation of eukaryotic initiation factor 2α (eIF2α) and the expression of activating transcription factor 4 (ATF4) were examined. A dose-dependent and time-dependent increase in the total ATF4 and phosphorylated elF2α levels was noted following pyrvinium treatment (Figure 4A). In addition, the expression of various ATF4-regulated genes, which are associated with stress response, redox balance, and amino acid synthesis or transport, was also increased in a dose-dependent manner; this was confirmed by q-RT-PCR (Figure 4B). These findings indicated that pyrvinium may elicit a cellular stress response via the eIF2α-ATF4 signaling pathway. Notably, the gene expression of *TRIB3* (involved in C/EBP homologous protein-10 [CHOP]-related cell death) [36], *PMAIP1* (encoding proapoptotic NOXA), *BBC3* (encoding proapoptotic p53 upregulated modulator of apoptosis [PUMA]), and *DDIT3* (CHOP) was also stimulated after 24 h of pyrvinium treatment (Figure 4B); this is in line with the pyrvinium-induced apoptosis which was observed in Figure 1B. Upregulation of the protein level of PUMA was also observed after exposure to pyrvinium for 24 h (Figure 4C). In addition, increased gene expression of DNA damage inducible transcript 4 (*DDIT4*) and sestrin 2 (*SESN2*), two ATF4-regulated mTORC1 inhibitors, was noted following pyrvinium exposure (Figure 4B). Western blotting also revealed that the phosphorylation of the mTORC1 downstream proteins, ribosomal protein S6 kinase 1 (S6K) and eukaryotic translation initiation factor 4E-binding protein 1 (4E-BP1), was reduced after 24 h treatment with pyrvinium (Figure 4D); however, the phosphorylation of the protein kinase R-like endoplasmic reticulum kinase (PERK) and general control nonderepressible 2 (GCN2) was not obviously increased (Figure 4E). Therefore, we suggested that pyrvinium could trigger the activation of the eIF2α-ATF4 pathway, in a PERK- and GCN2-independent manner, to promote the expression of its downstream effectors, DDIT4 and SESN2, and thus inhibit the mTORC1 signaling pathway. This is in line with the report that the eIF2α-ATF4 pathway could be activated through mitochondrial stress, without classical kinase activation [37].

### 3.5. Pyrvinium Pamoate Exhibited Similar Activity in Molm13 Cells and Cabozantinib-Resistant Molm13-XR Cells

Cabozantinib is a tyrosine kinase inhibitor (TKI) that exhibits substantial activity against specific myeloid leukemia cell lines with *FLT3*-internal tandem duplication (ITD) [38] or *AML1-ETO*/*KIT*mt [29] mutations, including MV4-11, Molm13, and Kasumi-1 cells. It is known that most patients with AML carrying FLT3-ITD show an initial favorable response to TKIs, such as midostaurin and gilteritinib; however, the emergence of drug-resistance can decrease drug efficacy [4]. To investigate whether pyrvinium can act on TKI-resistant cell lines, we established a cabozantinib-resistant Molm13 cell line (Molm13-XR) by exposing Molm13 cells to gradually increasing concentrations of cabozantinib. The IC_50_ of cabozantinib increased from 1.06 ± 0.93 nM in Molm13 cells to 473.36 ± 154.73 nM in Molm13-XR cells.

We subsequently investigated the efficacy of pyrvinium against Molm13-XR cells. Similar to the results in Molm13 cells, pyrvinium also inhibited the proliferation of Molm13-XR in a dose-dependent manner, exhibiting an IC_50_ of 115.5 ± 23.04 nM (Figure 5A). Pyrvinium also induced apoptosis (Figure 5B), decreased the population of cells in the G_2_/M phase, and decreased the cyclin E1 protein level in Molm13-XR cells after treatment for 72 h (Figure 5C). Additionally, pyrvinium also inhibited the AKT, STAT5, and ERK signaling pathways (Figure 5D). Pyrvinium also triggered eIF2α activation, increased ATF4 protein levels, and inhibited the mTOR signaling pathway (Figure 5E). Pyrvinium could co-localize with mitochondria (Figure 5F) and further reduce the mitochondria basal respiratory rate and mitochondrial ATP production (Figure 5G) in the cabozantinib-resistant cell line. Similarly, pyrvinium could increase ROS levels, decrease mitochondrial mass, and inhibit mitochondria complex I activity (Figure 5H–J) in Molm13-XR cells. On the other hand, the Glycolysis Stress Test revealed that only basal glycolysis was increased but glycolytic capacity was decreased after pyrvinium treatment (Figure 5K).

### 3.6. Pyrvinium Pamoate Retards the Growth of Subcutaneous Molm13 and Molm13-XR Xenograft Tumors

To determine the antitumor efficiency of pyrvinium in vivo, mice bearing Molm13 and Molm13-XR tumors were injected intraperitoneally with pyrvinium (0.5 or 0.8 mg/kg), six days a week. We found that the pyrvinium treatment retarded Molm13 (Figure 6A,B, left) and Molm13-XR (Figure 6A,B, right) tumor growth in a dose-dependent manner. Compared with the control group (DMSO), intraperitoneal administration of pyrvinium at a dose of 0.8 mg/kg could significantly prolong the survival time of mice inoculated with Molm13 and Molm13-XR tumors (Figure 6C). The drug was well-tolerated in mice and no effects on the body weight were observed during the dosing period (Figure 6D).

## 4. Discussion

In this study, we revealed that pyrvinium pamoate could not only inhibit the FLT3 signaling pathway, but also target mitochondria and induce cellular stress responses; these ultimately inhibited cell proliferation and triggered the apoptosis of Molm13 and derived Molm13 (Molm13-XR) myeloid leukemia cells (Supplementary Figure S1). To the best of our knowledge, this is the first study to comprehensively report the anti-malignant effect of pyrvinium in acute myeloid leukemia cells through transcriptomic analysis and extensive functional assays.

Several anti-cancer mechanisms of pyrvinium have been reported in solid tumors, including the regulation of multiple signaling pathways (such as β-catenin, AKT, STAT3, and Hedgehog signaling) which support cell proliferation and survival, and the regulation of cellular response signaling (such as autophagy and UPR), which is observed in several solid tumor malignancies [13]; however, reports of the role of pyrvinium in myeloid leukemia are limited [12,39]. Harada et al. reported that pyrvinium could inhibit ATP production, STAT3 phosphorylation, and human erythroleukemia (HEL 92.1.7) cell proliferation, but did not have this activity in corresponding cells without mitochondrial DNA [12]. Another report focused on two acute monocytic leukemia cell lines, SHI-1 and THP-1, both of which carry the mixed-lineage leukemia (MLL)-rearrangement. They found that pyrvinium co-localized with mitochondria in cells and concluded that the drug could inhibit mitochondrial respiration and was highly effective against MLL-rearranged AML cells in vitro [39]. In this study, we evaluated the effect of pyrvinium on mitochondrial functions from various aspects and highlighted ISR as an alternative downstream message of mitochondrial stress that exerts a cytotoxicity effect partly in an STAT5-associated manner.

Our whole transcriptome analysis further revealed that pyrvinium could induce obvious ISR, as demonstrated by the activation of the eIF2α -ATF4 pathway, and the subsequent increase in the transcription of the downstream genes associated with redox balance (CTH and CHAC1), amino acid synthesis and transport (SLC7A11, SLC6A9, ASNS), and metabolic reprogramming (GPT2, PCK2, PSAT1). 

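SLC6A9, a glycine transporter (Entrez 6536, chromosome 1 of hg19 from 44462155 to 44497134), had 21 counts in the DMSO library, 40 at 50 nM and 76 at 100 nM, a log2 fold change of 1.77 at 100 nM. With so few counts its counting interval was wide, from 1.09 to 2.57. ATF4 itself (Entrez 468, chromosome 22 from 39916569 to 39918691) rose from 12788 counts to 16646 at 50 nM and 18669 at 100 nM. Its log2 fold change at 100 nM was 0.49 (interval 0.46 to 0.52), which is below 2-fold.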

Normal ISR signaling could primarily act through a protective mechanism; however, prolonged ISR would promote cell death through induction of the expression of a series of pro-apoptotic genes, including BBC3 (encodes PUMA) and PMAIP1 (encodes NOXA). It is worth noting that after pyrvinium treatment, the expression of DDIT3, TRIB3 and CHAC1 genes, which were reported to be associated with CHOP-related cell death [36,40,41], was stimulated, contributing to pyrvinium-induced apoptosis. In addition, ISR was reported to play a crucial role in hematopoietic stem cells and contribute to their persistence [42], indicating the importance of the optimal regulation of the ISR for the survival of leukemic cells. Other series studies investigating ONC201 and ONC212 (imipridone) suggested that the upregulation of ISR could promote anti-cancer activity against solid and hematological malignancies [43,44,45,46], and help overcome the resistance to the B-cell lymphoma (BCL)-2 inhibitor venetoclax [47]. Although ONC201 and ONC212 exhibit similar effects on the ISR, pyrvinium, being an FDA-approved drug, may be more suitable for further clinical trials as part of drug repurposing for acute myeloid leukemia.

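MT-CYB, listed at 14747 to 15887 of the mitochondrial chromosome, had 51953 counts in the DMSO library, 33712 at 50 nM and 27288 at 100 nM. Its log2 fold change at 100 nM was -0.99 (counting interval -1.01 to -0.96, which reaches 2-fold). Of the 13 mitochondrially encoded mRNAs, 12 were lower at 100 nM and 13 at 50 nM, with median log2 fold changes of -0.37 and -0.29. The exception at 100 nM was MT-ND6, the mRNA gene on the other strand, at 0.46 (interval 0.42 to 0.50). MT-ND1 fell least of the 12, with a log2 fold change of -0.05. The 2 mitochondrial ribosomal RNAs rose, MT-RNR1 by a log2 fold change of 2.04 and MT-RNR2 by 1.07. These 4 genes were singled out after their values were seen. Mitochondrially encoded genes took 5.59% of all counts in the DMSO library (95% Wilson interval 5.58 to 5.60), 4.68% at 50 nM (4.67 to 4.69) and 5.11% at 100 nM (5.10 to 5.11). Without the ribosomal RNAs the shares were 4.90%, 3.83% and 3.52%. Of the 75 nuclear-encoded respiratory chain subunits, 66 were lower at 100 nM and 40 at 50 nM, with median log2 fold changes of -0.08 and -0.01. Their percentile among random lists at 100 nM was 1.2 when matched on expression, 0.01 with the mean in place of the median, and 24.6 when also matched on gene length. In the ratio of 100 nM to 50 nM, 69 of the 75 were lower, and the percentile was 0 when matched on expression. Matching on gene length was not run for this ratio, so gene length is not excluded there.

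**Figure D2:**
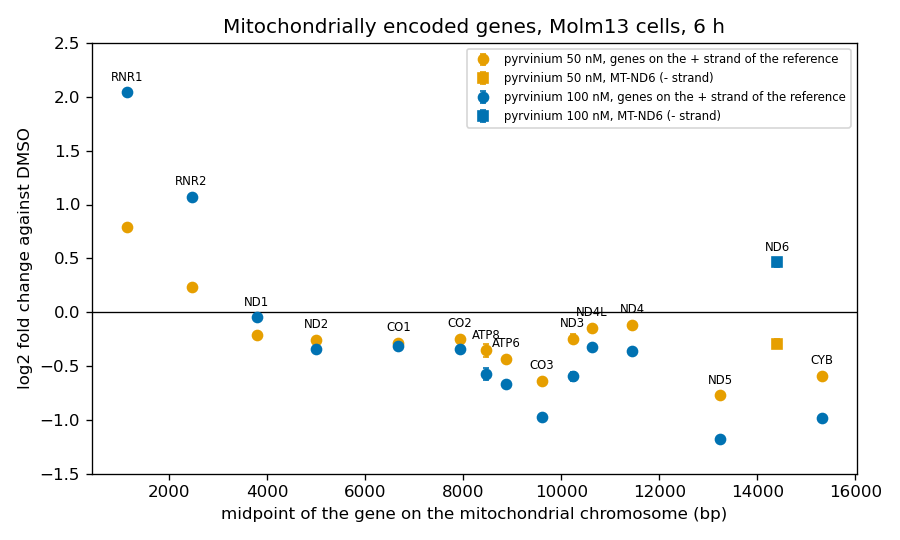
Log2 fold change against DMSO of the 15 mitochondrially encoded genes in Molm13 cells after 6 h with 50 nM or 100 nM pyrvinium, plotted at each gene's midpoint in bp, 1 library per dose. Bars are 95% counting intervals, and the highest value at 100 nM is 2.04 for MT-RNR1, with MT-ND6, the square, at 0.46.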

The pathway enrichment analysis by Metascape also revealed that exposure of cells to pyrvinium caused the downregulation of the ATP metabolic process and a decrease in the expression of several genes involved in the mitochondria electron transport chain, including MT-COX3 (cytochrome c oxidase subunit III), MT-CYB (cytochrome b), and MT-ND5 (subunit of complex I). To determine whether pyrvinium-induced ISR is associated with mitochondria, we further studied the effect of pyrvinium on the mitochondria complex and its function. In this study, we demonstrated that pyrvinium co-localized with mitochondria and caused mitochondrial stress, presented by the inhibition of complex I activity, impediment of mitochondrial OXPHOS, and a decrease in both mitochondrial mass and ATP production. Likewise, an antimalarial compound atovaquone has also been reported to simultaneously induce ISR and suppress OXPHOS [48]. Recently, Hlozkova and others detected the basal metabolic profile of several leukemia cell lines, including Kasumi-1, Molm13, and MV4-11 cells [49]. Among them, Kasumi-1 cells had the highest mitochondrial function, with the highest basal respiration, ATP-linked respiration, and maximal respiration, while Molm13 and MV4-11 cells had similar mitochondrial function. However, in our study the IC_50_ of pyrvinium pamoate in Kasumi-1 cells was higher than that in Molm13 and MV4-11 cells (Figure 1A). In addition, our unpublished results showed that the maximal respiration of the Molm13-XR cells was significantly higher than that of Molm13 cells, and its basal respiration and ATP-linked respiration also tended to be higher than that of Molm13 cells. This information indicates that we could not conclude that cells with a higher mitochondrial function are more susceptible to pyrvinium pamoate. We also evaluated ECAR using the glycolysis stress test, which demonstrated increased basal glycolysis and glycolytic capacity after treatment with 10 nM pyrvinium in Molm13 cells. However, the compensation for the upregulated glycolysis rate via mitochondria OXPHOS reduction could not rescue the loss of the total ATP. In contrast, the compensatory increase in glycolysis was not observed in Molm13-XR cells after pyrvinium treatment, which may be due to the cell’s original higher glycolytic capacity than that of its parental cell line. In addition, we observed that pyrvinium could cause the accumulation of ROS in Molm13 cells, and it has been reported to selectively trigger the ROS release and mitochondrial membrane depolarization, as well as inhibit aerobic glycolysis in KRAS-mutant lung cancer cells [50]. Low doses of ROS can play an important role in cell cycle progression, proliferation, differentiation, and cell migration [51], while higher doses can contribute to ISR activation [52]. This information supports our hypothesis regarding the connection between mitochondria dysfunction and the integrated stress response triggered by pyrvinium.

GSEA of our transcriptomic profile revealed that a set of genes, which are upregulated after amino acid deprivation, were also upregulated after pyrvinium treatment, indicating that pyrvinium treatment could trigger a cell response similar to that of amino acid deprivation (Figure 2C, upper). Further, cancer cells exhibit higher demand for amino acids [53] and have better responses to amino acid-deprivation therapies targeting amino acid uptake and catabolism than normal cells [54]. Furthermore, hematological malignancies frequently develop dependency on specific amino acids for their survival, and insufficient production of these amino acids may induce a metabolic vulnerability and therapeutic opportunities [55]. For example, glutaminolysis was identified as synthetically lethal with FLT3-TKI treatment, indicating the potency of using amino acid depletion in combination therapies [56,57]. Another FLT3-TKI gilteritinib was also proved to hinder glutamine uptake and utilization in *FLT3*-ITD–positive AML [58]. Recently, NEI-01, a novel arginine-depleting enzyme, could not only induce arginine deprivation, but also had cytotoxic activity against arginine auxotrophic AML cells through induction of cell cycle arrest and apoptosis [59]. Moreover, ADI-PEG20, which degrades arginine to citrulline, could prevent the proliferation of tumor cells in several cancers [60], and a further study showed its efficacy when combined with cytarabine in treating AML in mouse models [61]. A phase I study of ADI-PEG20 plus low-dose cytarabine for the treatment of AML is ongoing [62]. Given that pyrvinium pamoate induces a similar transcriptomic pattern to amino acid deprivation, it is important to determine the amino acids whose synthesis is disrupted by pyrvinium pamoate to identify alternative metabolic vulnerabilities to develop a combination strategy with chemotherapy.

Furthermore, to explore the mechanism by which pyrvinium induces the inhibition of Molm13 cells, several chemicals affecting gene expression patterns in a similar manner as pyrvinium were screened using a connectivity map [63,64]. Interestingly, androgen receptor inhibitors (idazoxan, phenoxybenzamine) [23], K^+^ ionophores (valinomycin) [65], mTOR inhibitors (sirolimus), and PI3K inhibitors (LY-294002) were found to exhibit similar effects on genome-wide gene expression as those of pyrvinium (Supplementary Figure S2; Table S4).

We demonstrated the downregulation of the protein folding pathway, which includes several HSP genes, such as HSP90B1, HSPA, HSPA8, HSPH1, and DNAJA1 (HSPF4). Activation of HSF1, which transcriptionally triggers the mRNA expression of HSPs [66], was significantly inhibited by pyrvinium, as demonstrated by GSEA (Figure 2C, lower). Previous research suggested that HSF1 activation would be inhibited by amino acid starvation [67] or mTOR inhibition [68]. Finally, we discovered that pyrvinium could induce apoptosis in both Molm13 and Molm13-XR cells (a cabozantinib-resistant Molm13 cell line), indicating that targeting mitochondrial respiration and ISRs might not only be effective in the treatment of AML, but also in overcoming cabozantinib resistance. Further transcriptome comparison indicated a little overlap between cabozantinib-resistant DEGs and pyrvinium-induced DEGs (Supplementary Figure S3), which may be the reason why Molm13-XR cells were still sensitive to pyrvinium.

## 5. Conclusions

In summary, this study provides an example of a drug repurposing strategy. We found that pyrvinium could localize to mitochondria, block complex I activity, elevate ROS levels, and then trigger a pro-apoptotic ISR in both *FLT3*-ITD-positive Molm13 cells and cabozantinib-resistant Molm13-XR cells. These findings suggest that pyrvinium can be used in the treatment of AML in the future.

## Figures and Tables

**Figure 1:**
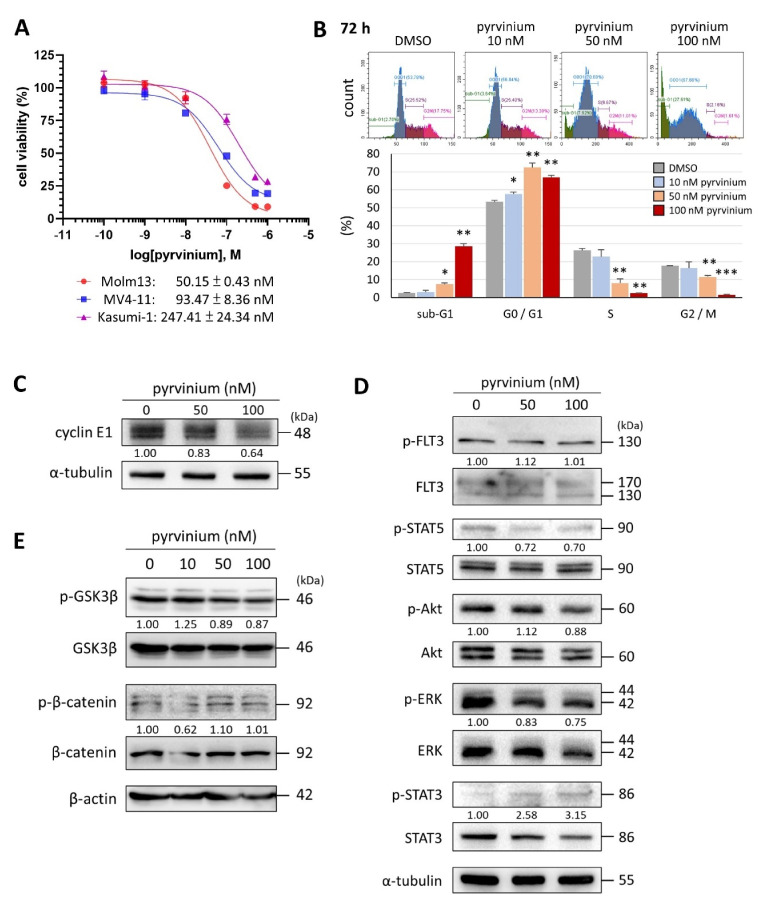
In vitro effect of pyrvinium pamoate on *FLT3*-ITD harboring Molm13 myeloid leukemia cells. (**A**) Half-maximal inhibitory concentration of pyrvinium after 72 h of treatment in Molm13, MV4-11, and Kasumi-1 cells, evaluated by MTS assay. (**B**) After exposure to pyrvinium for 72 h, the different populations of Molm13 cells were analyzed by flow cytometry using propidium iodide staining. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. DMSO. (**C**) Immunoblot analysis of indicated proteins in Molm13 cells treated with DMSO, 50 nM pyrvinium, and 100 nM pyrvinium for 24 h and probed with anti-cyclin E1 antibody. (**D**) Immunoblot analysis of indicated proteins in Molm13 cells exposed to drugs for 4 h; or (**E**) probed with anti-p-GSK3β, GSK3β, p-β-catenin, and β-catenin antibodies. α-Tubulin was used as a loading control. Representative Western blots of three independent experiments are shown. Values represent the fold change with respect to the DMSO control group, after normalization with α-tubulin or β-actin.

**Figure 2:**
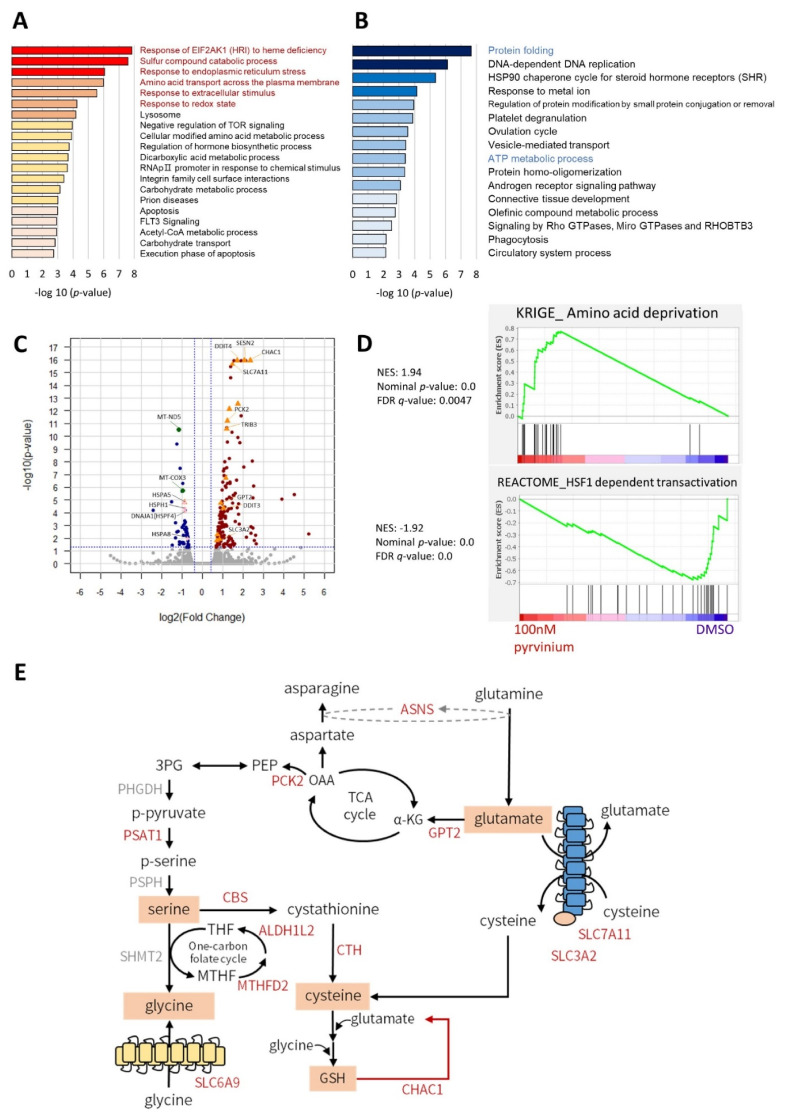
Transcriptomic analysis of 100 nM pyrvinium-treated Molm13 cells. (**A**) Pathway enrichment analysis of upregulated differentially expressed genes (DEGs) in Molm13 cells exposed to 100 nM pyrvinium for 6 h; analysis was performed using Metascape. (**B**) Volcano plot depicting the DEGs upregulated or downregulated by treatment with 100 nM pyrvinium. Orange triangle: ATF4 downstream genes; pink diamond: heat shock protein genes; green dot: mitochondria-encoded genes. (**C**) Gene set enrichment analysist plot of Molm13 cells treated with 100 nM pyrvinium showing the upregulation of genes associated with amino acid deprivation (upper), and the inhibition of HSF1 activation (lower). NES: normalized enrichment score. (**D**) Pathway enrichment analysis of downregulated DEGs in Molm13 cells exposed to 100 nM pyrvinium for 6 h; analysis was performed using Metascape. (**E**) Schematic picture of potential metabolic gene triggered after pyrvinium treatment in Molm13 cells.

**Figure 3:**
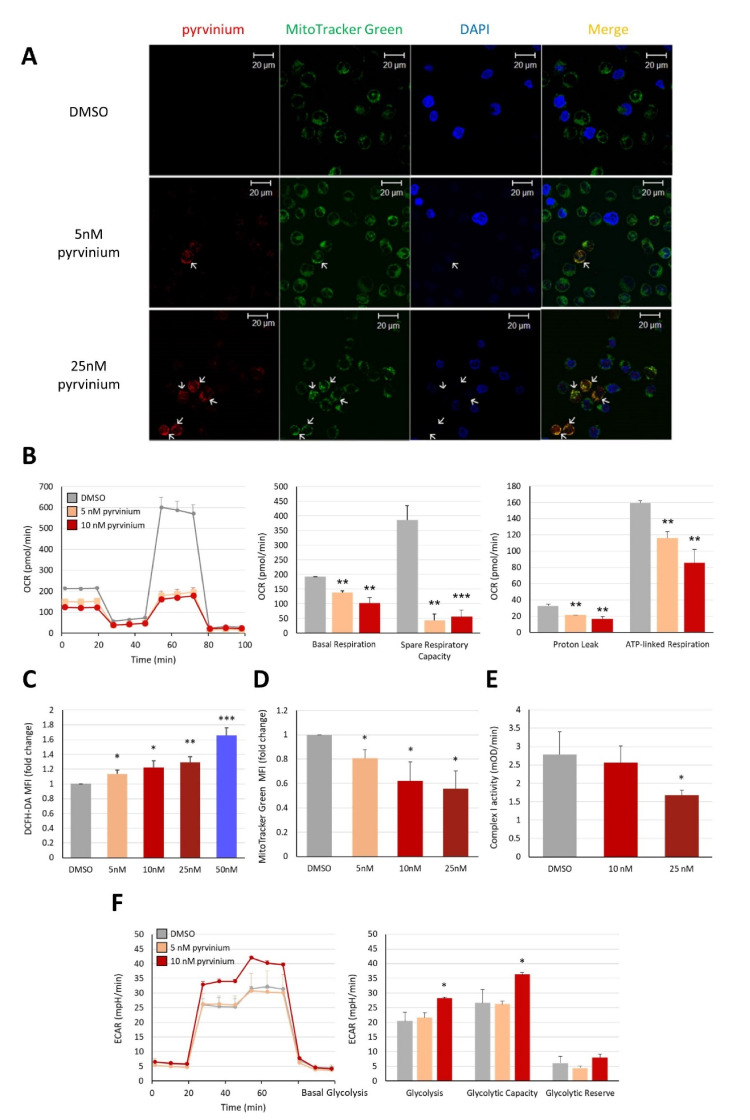
Mitochondria functions were impaired upon exposure to pyrvinium. (**A**) Confocal microscopy images showing that pyrvinium co-localized with mitochondria in Molm13 cells. Arrows indicate the mitochondria overlapped with pyrvinium. (**B**) Seahorse Cell Mito Stress Test was performed to measure basal respiratory, spare respiratory capacity, proton leak, and ATP-linked respiration in Molm13 cells treated with 5 nM, or 10 nM pyrvinium for 24 h compared to those in cells treated with DMSO. (**C**) Intracellular reactive oxygen species levels were measured by DCFH-DA staining; (**D**) Mitochondria mass was determined by MitoTracker Green staining coupled with flow cytometry in Molm13 cells treated with indicated concentrations of pyrvinium for 24 h. (**E**) Mitochondria respiratory chain complex I activity was measured after treatment with DMSO, 10 nM pyrvinium or 25 nM pyrvinium for 24 h. (**F**) Seahorse Glycolysis Stress Test was performed to measure basal glycolysis, glycolytic capacity, and glycolytic reserve after pyrvinium or DMSO treatment for 24 h. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. DMSO.

**Figure 4:**
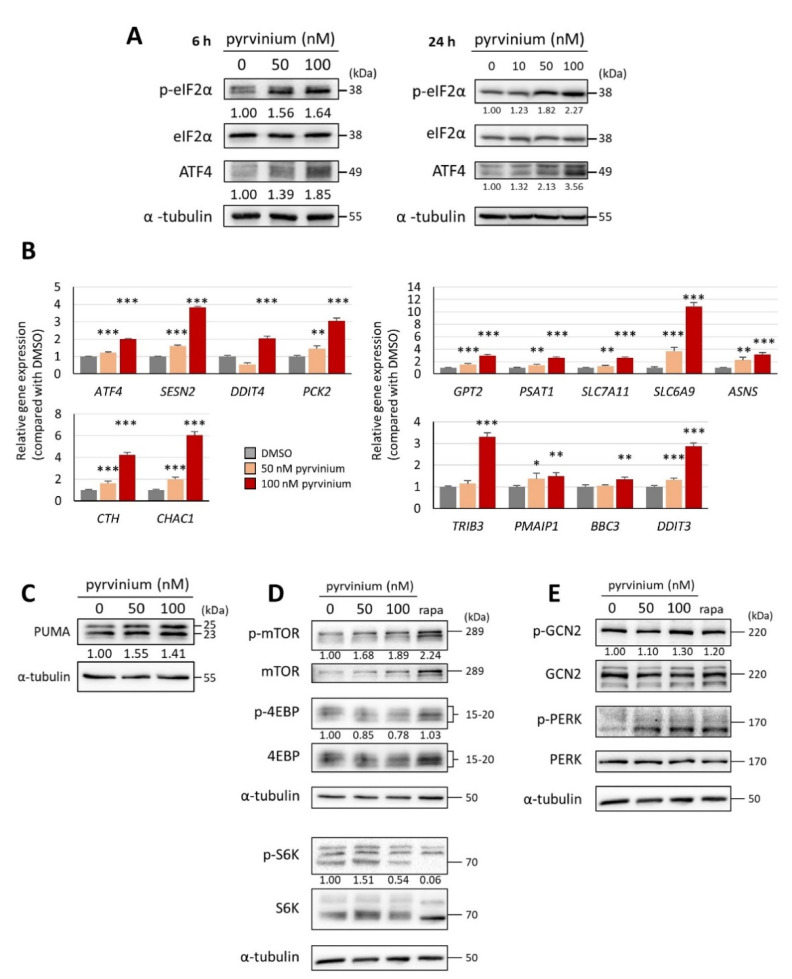
Pyrvinium modulated signaling pathways associated with the integrated stress response in Molm13 cells. (**A**) Western blot analysis of Molm13 cells treated with DMSO, 50 nM pyrvinium, or 100 nM pyrvinium, then probed with antibodies against p-eIF2α, eIF2α, ATF4, and α-tubulin (loading control) for 6 h (left) and 24 h (right). (**B**) q-RT-PCR analyses of indicated genes in Molm13 cells upon exposure to DMSO, 50 nM pyrvinium, or 100 nM pyrvinium for 24 h. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. DMSO. Western blot analysis of Molm13 treated with DMSO, 50 nM pyrvinium, 100 nM pyrvinium, or 20 nM rapamycin (positive control), then probed with antibodies against (**C**) PUMA, (**D**) p-mTOR, mTOR, p-4EBP, 4EBP, p-S6K, or S6K, (**E**) p-GCN2, GCN2, p-PERK, or PERK, and α-tubulin (loading control) for 24 h. Representative Western blots of three independent experiments are shown. Values represent the fold change with respect to the DMSO control group after normalization with α-tubulin.

**Figure 5:**
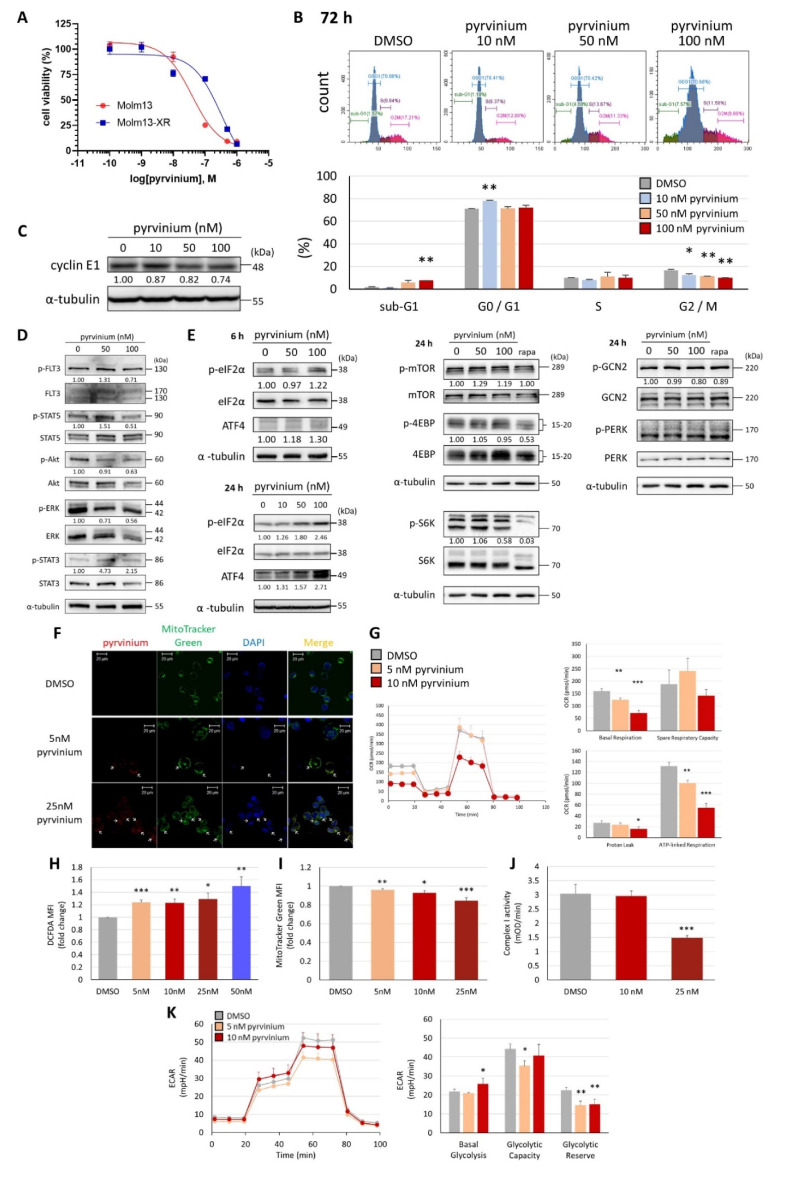
In vitro anti-leukemic effect of pyrvinium in Molm13-XR cells. (**A**) Half maximal inhibitory concentration of pyrvinium after treatment for 72 h, evaluated by the MTS assay in Molm13, and Molm13-XR cells. (**B**) Different populations of Molm13-XR cells upon exposure to pyrvinium for 72 h were evaluated by flow cytometry using propidium iodide staining. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. DMSO. (**C**) Western blot analysis of Molm13-XR cells treated with DMSO, 50 nM pyrvinium, or 100 nM pyrvinium for 24 h and probed with an anti-cyclin E1 antibody. (**D**) Western blot analysis of indicated proteins in Molm13-XR cells exposed to drugs for 4 h. (**E**) Western blot analysis of Molm13-XR cell lysates probed with anti-p-eIF2α, eIF2α, and ATF4 antibodies for 6 h (**E**, upper left) or 24 h (**E**, lower left); or probed with anti-p-mTOR, mTOR, p-4EBP, 4EBP, p-S6K, S6K, p-GCN2, GCN2, p-PERK, PERK antibodies for 24 h (**E**, middle and right). α-Tubulin was used as a loading control. Representative Western blots of three independent experiments are shown. Values represent the fold change with respect to the DMSO control group after normalization with α-tubulin. (**F**) Confocal microscopy images demonstrating that pyrvinium was co-localized with mitochondria in Molm13-XR cells. Arrows indicate the mitochondria overlapped with pyrvinium. (**G**) Seahorse Cell Mito Stress Test was performed to measure basal respiratory, spare respiratory capacity, proton leak, and the ATP-linked respiratory in Molm13-XR cells treated with 5 nM, or 10 nM pyrvinium for 24 h, compared with those in cells treated with DMSO. (**H**) Intracellular reactive oxygen species levels were measured by DCFH-DA staining; (**I**) Mitochondria mass was determined by MitoTracker Green staining coupled with flow cytometry in Molm13-XR cells treated with indicated concentrations of pyrvinium for 24 h. (**J**) Mitochondria respiratory chain complex I activity was measured after treatment with DMSO, 10 nM pyrvinium or 25 nM pyrvinium for 24 h. (**K**) Seahorse Glycolysis Stress Test was performed to measure basal glycolysis, glycolytic capacity, and glycolytic reserve after pyrvinium or DMSO treatment for 24 h. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. DMSO.

**Figure 6:**
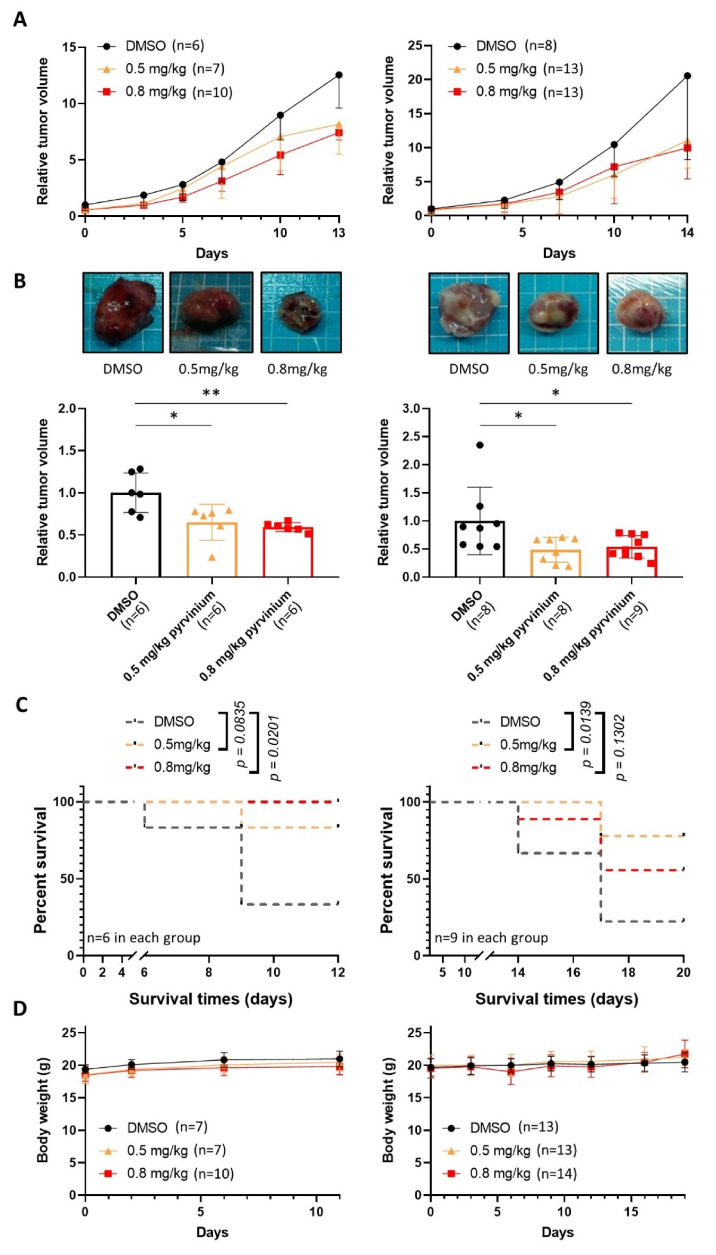
Pyrvinium pamoate impedes the growth of subcutaneous Molm13 and Molm13-XR xenograft tumors in mice. (**A**) The relative tumor volume of the Molm13 (left) or Molm13-XR (right) subcutaneous xenografts was recorded every 2 or 3 days when DMSO, 0.5 mg/kg pyrvinium, or 0.8 mg/kg pyrvinium was administrated by intraperitoneal injection as a function of time in the three groups. (**B**) Comparison of tumor volume of the Molm13 (left) and Molm13-XR (right) tumors isolated from each group 13 and 14 days, respectively, after treatments. (**C**) Kaplan–Meier survival curves of different groups of mice bearing Molm13 (left) and Molm13-XR (right) were plotted against days after treatment with pyrvinium or DMSO. (**D**) The body weight of mice bearing Molm13 (left) or Molm13-XR (right). Data represent the mean ± SD for each group. * *p* < 0.05; ** *p* < 0.01. n.s., statistically non-significant.

## Data Availability

The transcriptome data presented in this study are available in the Gene Expression Omnibus (GEO) database (ID: GSE153854).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biomedicines9121869/s1, Figure S1: Schematic overview of the mechanisms underlying the anti-leukemic activity of pyrvinium in Molm13 myeloid leukemia cells, Figure S2: Chemical screening by connectivity map (build02) to identify molecules influencing gene expression in a similar manner to pyrvinium treated Molm13 cells, Figure S3: Comparison of DEGs between transcriptomics from pyrvinium-treated Molm13 cells (pyrvinium) and those from cabozantinib-resistant (XR) cells. Table S1: Primary antibodies used in this research, Table S2: Primer sequences for quantitative reverse transcription-PCR, Table S3: List of upregulated and downregulated genes after pyrvinium treatment, Table S4: Candidate list of molecules from connectivity map analysis.

How the deposited data were processed for this re-analysis (not part of the article)

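RNA of Molm13 cells was sequenced after 6 h with DMSO, 50 nM pyrvinium or 100 nM pyrvinium, with 1 library per condition. The conditions were taken from the sample labels, and the DMSO and 100 nM libraries are those of the paper. The labels write the higher dose once without its prefix, and the paper's 100 nM was used.

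The authors aligned the paired reads to hg19 with Rsubread and deposited whole-number counts of reads per gene, without normalization. Whether the counting used the strand is not stated in the paper or the labels. Reads shared by near-identical genes, and by genes that overlap on opposite strands, are therefore uncertain. The authors also deposited a table of their EBSeq comparisons of each dose with DMSO, with a posterior probability of equal expression, a score other than a p-value, and a fold change (ratio) per gene. In the 100 nM part of the authors' table, 544 genes of the 50 nM part have no values. Which part of the authors' table belongs to which dose was checked on the counts. Over 9787 genes with at least 100 counts in each library, the log2 fold change of the 100 nM part differed from the log2 count ratio of the 100 nM and DMSO libraries by a constant with an SD of 8.37e-06. The 4 columns of mean values per condition in that table were not used.

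Of the 25702 Entrez identifiers, 23727 were given a current symbol, and mitochondrial genes were named from their positions in GENCODE 44 on GRCh37. Coordinates are those of the deposited counts, in hg19.

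Library sizes were scaled with edgeR 4.0.16 (TMM, in R 4.3.3), and 12879 genes with at least 10 counts in at least 1 library were tested. Counts of a pair of libraries were compared with a two-sided exact binomial test given the scaled library sizes (scipy 1.17.1), with Benjamini-Hochberg adjustment, at an adjusted p of at most 0.05 and at least 2-fold. This test compares the libraries, not the conditions, and its p-values and the 95% Clopper-Pearson intervals hold counting error only. Log2 fold changes had 0.5 counts added per library. A fold change against a library with at most 3 counts is imprecise and depends on the counts added, and 3 counts are 1.25e-05% to 1.32e-05% of a library's total. For a gene list, the median log2 fold change was set among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins, and a percentile of at most 2.5 or at least 97.5 was taken as standing apart. No p-value across genes was computed, because genes are not replicates.

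The genes named are every gene whose transcript the paper names in its text or in Figures 2 and 4B, and the 5 largest rises and 5 largest falls among genes called at 100 nM with at least 50 counts in the higher library and the same direction at 50 nM. Every other gene named was singled out after its values were seen, among them the mitochondrially encoded genes that the paper does not name. The tests of genes and lists, this rule, 18 gene lists and the alternatives listed below, except matching on GC content, were set before the data were examined. The tests of explanations and the settings with an unadjusted p were chosen after values were seen. The lists were written from general knowledge and are not the published gene sets behind the paper's enrichment analyses, which were not used here. They are amino acid response genes, cytosolic aminoacyl-tRNA synthetases, endoplasmic reticulum chaperones, heat shock genes, mitochondrially encoded mRNAs, nuclear-encoded respiratory chain subunits, mitochondrial chaperones and proteases, glycolysis, cholesterol synthesis, DNA replication, cytosolic ribosomal proteins, lysosomal genes, and targets of p53, STAT5, ERK, Wnt, NRF2 and HIF1.

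The alternatives were DESeq2 1.42.0 size factors, total counts, TMM without mitochondrially encoded genes, other count filters, fold thresholds of 1.5 and 2.72, edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, a quasi-likelihood test of a linear dose trend over the 3 libraries with 1 residual degree of freedom, 5 counts added, and other ways of matching the random lists. Matching on GC content was added after the data were examined.

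The procedure was tested on simulated data. Counts were drawn for the real genes, and 200 genes were changed by known amounts. With counting error alone, 195 of the 200 changed genes were called among 12837 genes, with 1 unchanged gene called, and the 95% intervals held the true value for 95.7% of genes. With a biological coefficient of variation of 0.2 in the simulated libraries, 357 unchanged genes of 12851 were called and the intervals held the true value for 39.5% of genes. With counting error alone, 6% of 200 random unchanged lists fell outside the percentile limits.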

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

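All tests of explanations in this part were chosen after the results they address were seen.

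The 50 nM library, which the paper's text does not mention, differed from DMSO in 123 genes at 2-fold, 90 higher and 33 lower. Of these, 60 were called in the same direction at 100 nM, 49 higher and 11 lower. The gene with Entrez identifier 100505829, singled out after its values were seen, was called in opposite directions, with 102, 233 and 42 counts in DMSO, 50 nM and 100 nM. Across the 12879 genes, which are not independent replicates, the log2 fold changes at the 2 doses had a Pearson correlation of 0.67 and a Spearman correlation of 0.74, and simulated unchanged libraries that share the DMSO library gave 0.50 and 0.44 on average. Among the 9979 genes with a mean of at least 100 counts the Pearson correlation was 0.85, against at most 0.528 in 100 simulations. The counting noise of the shared DMSO library therefore falls short of the observed value. Of the 283 genes called at 100 nM, 264 (93.3%) had their 50 nM value between DMSO and 100 nM, against 67.2% of as many most changed genes in the simulated libraries. A DMSO library that differed for another reason is not excluded by this comparison, since both doses are set against it, and a dose effect stays open, with 1 library per dose.

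The mitochondrial ribosomal RNAs are not discussed by the paper. MT-RNR1 had 15742, 26577 and 67427 counts in DMSO, 50 nM and 100 nM, a log2 fold change of 2.04 at 100 nM, and MT-RNR2 had 144258, 166105 and 315015 counts, a log2 fold change of 1.07. The libraries were made from poly(A) RNA, so a larger carry-over of RNA without a poly(A) tail at 100 nM is a candidate explanation. Of 25 small structured RNAs made without such a tail, 10 passed the filter, and their median log2 fold change of 0.19 stood at percentile 70.6 among random lists. Of 18 replication-dependent histone mRNAs, 11 passed, with a median of 0.50 at percentile 89.7, and the 21 together stood at percentile 94.6. The counting intervals of 9 of the 10 small structured RNAs lay below that of MT-RNR1, and 5 of the 10 below that of MT-RNR2. For the 11 histone mRNAs these numbers were 8 and 3. Of the 21 together, 17 lay below MT-RNR1 but only 8 below MT-RNR2, so most single RNAs were not separated from MT-RNR2. The summed counts of the 10 small structured RNAs changed by a log2 fold change of 0.14 (interval -0.001 to 0.28). Those of the 11 histone mRNAs changed by 0.56 (0.35 to 0.76), and those of the 21 together by 0.27 (0.16 to 0.39). The intervals of the histone mRNAs and of the 21 lay above 0, which leaves room for some carry-over. The summed counts argue against a carry-over that raised RNAs without a poly(A) tail alike as the whole cause. A smaller share of the rise from it, a carry-over confined to certain mitochondrial RNAs, which was not tested, and a change in the cells remain open.

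MT-ND6, the mRNA gene on the other strand of the mitochondrial chromosome, had 9188, 7332 and 13170 counts, with a log2 fold change of 0.46 at 100 nM and -0.29 at 50 nM. Whether a carry-over like that considered for the ribosomal RNAs raised MT-ND6 at 100 nM was not tested. The 12 mRNAs of the first strand fell at 100 nM by differing amounts. The SD of their log2 fold changes was 0.324, at percentile 94.8 among random lists of as many nuclear genes matched on expression (median SD 0.203), and at percentile 98.9 in the ratio of 100 nM to 50 nM. At 100 nM against DMSO the falls differed beyond counting error, as the widest counting interval of a gene on this strand was 0.117. Whether a uniform loss lies behind them cannot be told from the nuclear lists. Some of those lists differed as much between the same libraries, and their genes can change for separate reasons. Over the 12 mRNAs the Spearman correlation of the change with position was -0.71, and 95% of 1000 redraws of the counts lay between -0.80 and -0.64. The redraws cover counting error only. The larger ribosomal RNA share at 100 nM shifts all other genes by -0.013 on the log2 scale, against a median of -0.47 for the 12 mRNAs, which argues against ribosomal RNA carry-over as the cause of their fall. The Pearson correlation with position was -0.75, and -0.58 without the 2 mRNAs farthest from the median position. The Spearman correlation with gene length was -0.10 (95% of redraws -0.19 to -0.03) and with GC content 0.035 (95% of redraws 0 to 0.10), which argues against either as the whole cause at 100 nM. In the ratio of 100 nM to 50 nM, which leaves the DMSO library out, the correlation with position was -0.88, so an unusual DMSO library falls short as the cause. A hypothesis is that less transcript is made with distance from the promoter of that strand. At 50 nM the Spearman correlation was -0.22 with position and -0.24 with gene length, and the Pearson correlation was -0.50 with position and -0.36 with gene length. MT-ND4L and MT-ND4, singled out after their values were seen, fell less than MT-CO3 although they lie farther along, so the hypothesis stays open. In all, 18 such correlations were computed, over genes that are not independent replicates.

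The 5 largest rises among the called genes with at least 50 counts and the same direction at 50 nM lie outside the genes the paper discusses. CCT6B had 12, 41 and 73 counts in DMSO, 50 nM and 100 nM, a log2 fold change of 2.50 at 100 nM. Its paralog CCT6A, looked at after the values of CCT6B were seen and whose reads it might hold, changed by -0.31, which argues against shared reads. VLDLR-AS1 had 11, 39 and 65 counts, a log2 fold change of 2.45. It overlaps VLDLR on the opposite strand, and VLDLR itself, singled out after its values were seen, rose by 1.30, which is below the counting interval of VLDLR-AS1 (1.57 to 3.58). Reads of VLDLR as the only source are thus argued against, but a part of them is not excluded. MFAP4 had 17, 49 and 98 counts, a log2 fold change of 2.44 (counting interval 1.72 to 3.31), and no explanation specific to it was tested. TSC22D3 had 112, 346 and 592 counts, a log2 fold change of 2.34, and the lower end of its counting interval at 50 nM was 1.35, which argues against counting noise. NLRP12 had 107, 288 and 478 counts, a log2 fold change of 2.10 (counting interval 1.80 to 2.42), and none specific to it was tested. For these 5 genes a difference between single cultures and an effect of pyrvinium remain open.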

How the results depend on the processing

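No paired analysis was possible because there is 1 library per condition.

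The number of genes called depended on the threshold and on the spread assumed between replicates, and not on the scaling. At 100 nM the count of 283 was 277 to 286 with DESeq2 size factors, total counts, TMM without mitochondrially encoded genes or no filter on low counts, and at 50 nM the count of 123 was 109 to 123. With at least 50 counts in at least 1 library, 146 genes were called at 100 nM and 45 at 50 nM, since fewer genes were tested. With a fold threshold of 1.5 the counts were 864 and 332, with 64.2% of the genes higher at 100 nM against 78.4% at 2-fold, and with a threshold of 2.72 they were 119 and 61. With an assumed biological coefficient of variation of 0.1, 137 and 27 genes were called. With 0.2, 12 genes were called at 100 nM and 0 at 50 nM, and with 0.4, 0 at either dose, because a larger assumed spread leaves fewer genes past the threshold. At an unadjusted p of at most 0.05 and 2-fold, an alternative chosen after seeing the data, the settings of 0.1, 0.2 and 0.4 gave 332, 255 and 46 genes at 100 nM and 169, 120 and 18 at 50 nM. The linear dose trend called 183 genes, 143 higher and 40 lower, and 176 of them were called from the 100 nM and DMSO libraries too. Its common biological coefficient of variation, 0.037, comes from 1 residual degree of freedom and is the departure from a straight line with dose, not a spread between replicates.

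The amino acid response genes and the heat shock genes stood at percentiles of 100 and 0, the ends of the scale, at both doses, so that the percentile could not show a further shift. Their medians at 100 nM, 0.65 and -0.48, were 0.50 and -0.45 for the members that the paper does not name, and the means were 0.81 and -0.47. At 50 nM the medians of 0.43 and -0.22 were 0.30 and -0.21 for these members. The alternatives tried for lists were DESeq2 size factors, random lists not matched or matched also on gene length or GC content, the mean, at least 50 counts, 5 counts added, and the members that the paper does not name. For the mitochondrially encoded mRNAs at 100 nM, the median of -0.37 was -0.34 for the members that the paper does not name, and the mean was -0.48. The nuclear-encoded respiratory chain subunits at 100 nM moved from percentile 1.2 to 24.6 when the random lists were also matched on gene length, and stayed at or below 2.15 under the others. The glycolysis genes at 100 nM moved from 1.31 to 4.19 with random lists not matched on expression and to 11.9 with the mean in place of the median. The cytosolic ribosomal protein genes at 100 nM moved from 99.0 to 93.2 and 90.3 under the same pair of alternatives. The ERK output genes at 100 nM moved from 35.0 to 2.45 with the mean. The Wnt target genes, of which 5 of 14 passed the filter, moved at 100 nM from 0.11 to 3.64 with the mean and to 5.55 with at least 50 counts, and at 50 nM from 0.065 to 5.82 with at least 50 counts. The cause of these shifts was not tested.

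The correlation of the 2 doses across genes was 0.67, and 0.85 over genes with a mean of at least 100 counts, where 68 of 69 called genes (98.6%, in place of 93.3%) had their 50 nM value between DMSO and 100 nM. Of the 69 most changed genes in simulated unchanged libraries that share the DMSO library, 80.0% did so, and 89.3% with a simulated biological coefficient of variation of 0.1. Fewer genes with few counts enter there. Restricting the mitochondrial share to protein-coding genes gave 4.90% in DMSO, 3.83% at 50 nM and 3.52% at 100 nM, so that the order of the doses changed, since the ribosomal RNAs are left out. The overlap with the authors' deposited table rose from 112 to 219 genes with a fold threshold of 1.5 on both sides. The 240 alternative values of the single genes' log2 fold changes all stayed within their counting intervals, under DESeq2 size factors, total counts or 5 counts added.

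The depth limits genes with few counts. Of the 283 genes called at 100 nM, 29 had at most 3 counts in the lower library, as did 27 of the 123 at 50 nM.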

Differences from the paper's values

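The paper gives 219 differentially expressed genes, 162 upregulated and 57 downregulated, and 283, 222 and 61 were called here, each within 1.5 times of the paper's value. Among the alternatives set before the data were examined, the total fell outside 1.5 times the paper's value with a fold threshold of 1.5 (864 genes) or 2.72 (119 genes) and with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4 (137, 12 and 0 genes). With an unadjusted p of at most 0.05, an alternative chosen after seeing the values, these 3 settings gave 332, 255 and 46 genes at 2-fold, and the 255 genes, 210 higher and 45 lower, are within 1.5 times of the paper's values. The paper's 3 counts are those of the genes in the authors' deposited table with a posterior probability of equal expression of at most 0.05, whatever their fold change. The 283 genes called here all reach 2-fold, so the closeness of the counts compares unlike thresholds. At 2-fold the authors' table has 114 genes, 99 higher and 15 lower, of which 112 were called here.

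The paper states that genes had to change at least 2-fold to be called. In the authors' deposited table, 105 of the 219 genes lie below 2-fold. Of the genes that the paper names as changed, GPT2 and SLC3A2 had log2 fold changes of 0.89 and 0.70 here, HSP90B1, HSPA5, HSPA8, HSPH1 and DNAJA1 had -0.68, -0.90, -0.75, -0.87 and -0.86, and MT-CO3 and MT-CYB had -0.97 and -0.99. None of these 9 genes was called here at 2-fold, and all 9 passed a fold threshold of 1.5.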

Other observations

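All tests of explanations in this part, the matching on GC content included, were chosen after the results they address were seen.

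The paper measured BBC3 and PMAIP1 by q-RT-PCR after 24 h. In the 6 h libraries, BBC3 had 413, 510 and 653 counts in DMSO, 50 nM and 100 nM, a log2 fold change of 0.60 at 100 nM, and PMAIP1 had 663, 819 and 931 counts, a log2 fold change of 0.43. Both stayed below 2-fold. The 22 p53 target genes past the filter, of which the paper names 2, had a median log2 fold change of 0.21, at percentile 99.99 among random lists.

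The 5 largest falls among the called genes with at least 50 counts and the same direction at 50 nM were those of CAND2, with a log2 fold change of -2.43, SIDT1 with -1.54, TSPAN33 with -1.51, KREMEN2, and IL17RE with -1.33. KREMEN2 had 58, 16 and 21 counts in DMSO, 50 nM and 100 nM, so that it was lowest at 50 nM. The 5 genes had 54 to 144 counts in the DMSO library.

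The DNA replication genes were lower at 100 nM in 45 of 46 cases, with a median log2 fold change of -0.29, and at 50 nM the median was -0.16. Both medians lay below those of all 10000 random lists. The paper reports an arrest in the G0/G1 phase, which was measured by flow cytometry after a longer treatment than the 6 h of these libraries. Cholesterol synthesis genes had a median of 0.21 at 100 nM (percentile 99.99) and 0.20 at 50 nM, with 21 of 24 genes higher at each dose. In the ratio of 100 nM to 50 nM their percentile was 55.4.

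The remaining lists are given for 100 nM. Lysosomal genes stood at percentile 13.1, NRF2 targets at 55.4, mitochondrial chaperones and proteases at 18.6, glycolysis genes at 1.31, cytosolic ribosomal protein genes at 99.0 (17.8 in the ratio of 100 nM to 50 nM) and HIF1 targets at 33.5, with 15 of 19 past the filter. STAT5 targets stood at percentile 8.48 at 100 nM and 0.04 at 50 nM, and ERK output genes at 35.0 and 1.28. Of the Wnt targets only 5 of 14 passed the filter, and their percentile of 0.11 was not interpreted.

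A DMSO library that differed for another reason was tested for the lists by the ratio of 100 nM to 50 nM, which leaves it out. The amino acid response genes stood at percentile 100 in that ratio, the heat shock genes at 0, the DNA replication genes at 0 and the endoplasmic reticulum chaperones at 0.18, which argues against the DMSO library as the whole cause. Among random lists matched on expression and GC content, the 4 lists stood at percentile 100, 0, 0 and 0 in the same order, which argues against GC content. A hypothesis is that these lists respond to pyrvinium with dose, and it may also be that the 3 cultures differed in another way that ran with the dose, which 1 library per dose leaves open.

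MTRNR2L2, a nuclear gene that resembles MT-RNR2 and was singled out after its values were seen, rose by a log2 fold change of 1.43 (interval 0.79 to 2.16), against 1.07 for MT-RNR2. Reads shared with MT-RNR2 are a candidate explanation that the values allow.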
